A study of Homo sapiens with 21 samples.

How the data were processed

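The data are gene-level RNA-seq counts of 21 libraries of the human breast cancer cell line HCC1806. Per the labels' protocols, total RNA was treated with DNase, polyA-selected stranded libraries were made, and these were sequenced as paired-end reads on an Illumina NovaSeq. The values are whole-number counts of reads or fragments per gene, deposited as 2 tables and not scaled to a common total, as the differing sums of the columns show. The aligner, the counting tool, its strand setting, the genome build and the annotation are not stated in the labels or the file headers, nor is whether a read pair counts once. Each table lists the same 60668 versioned Ensembl gene identifiers. Symbols matched 42005 of them, and 58516 were found in GENCODE release 29 without regard to version, 41838 with the same version. That annotation (GRCh38) served for positions, exon overlaps, transcript length and GC content, matched by identifier and not by coordinate, and it may not be the release used for counting.

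Libraries were grouped by the titles in the labels, and the replicate numbers come from the same titles. Each group had replicates 1, 2 and 3, so the numbers could pair libraries across groups. Whether they do was checked by the correlation of same-numbered libraries' deviations from their group means, averaged over the 3 numbers; each main fit was made without a block and repeated with the replicate number as a block. MYC-OE was compared with 3xCTL, the control titled beside it, which may not carry the same vectors. All 21 libraries were used. Levels are given as CPM, counts per mega-count of TMM-scaled library size, and tests of a contrast were made within a table.

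Counts were tested in R 4.3.3 with edgeR 4.0.16: genes were kept by filterByExpr (minimum count 10, minimum total count 15), library sizes were scaled by TMM, and each contrast was tested by the quasi-likelihood F test after a robust glmQLFit, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Changes in either direction were tested. Each table had its own fit over all its groups, which share the estimate of the spread; the tests of additivity and of differences between effects used a joint fit over both tables. The standard error of a log2 fold change is its absolute value divided by the square root of the F statistic. Gene lists were tested on log2 CPM with camera in limma 3.58.1 (inter-gene correlation 0.01), adjusted over 12 lists and 5 contrasts, and with fry. Correlations of effects used log2 CPM with a prior count of 2. The genes named are SRSF2, SRSF3, SRSF7 and MYC, and for each of the 5 contrasts against a control the 3 genes with the highest and the 3 with the lowest log2 fold change among genes with a symbol, an adjusted p under 0.05, a mean of at least 5 CPM over the libraries of both groups and no overlap in CPM between the groups. Chance alone gives no overlap for 10% of unchanged genes at 3 libraries against 3.

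Alternatives to the scaling (RLE, upper quartile, total counts alone), the filter (none, or at least 10 counts in every library), the test (DESeq2 1.42.0, limma-voom), the libraries in the fit, the replicate block, a minimum absolute log2 fold change of 1, thinning to the smallest library and leaving out each replicate were chosen before the data were examined, as were the groups, the main tests, the gene lists and the naming rule. Removal of each library's GC trend was added after seeing the data. For it, the median deviation of log2 CPM from the mean of the libraries was taken in 50 bins of transcript GC content, joined by straight lines and entered as an offset. The correlations of other pairs, the counts over several contrasts and the differences between effects under alternatives were also added after seeing the data. Labels were exchanged between libraries to count how often other groupings gave as many genes; where more than 100 labellings were possible, 100 were drawn, or 60 for the additivity test, with the random seed 1.

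The procedure was tested on counts simulated from the real means and library sizes of 25013 genes, with 200 genes changed 2-fold. Of all 2-fold genes 56.0% were called with the right sign, and 95.2% of the 83 at 5 CPM or more. Of all calls 4.96% were false, and 2 genes were called where none had changed. Of 200 genes simulated to depart from additivity by more than 2-fold 33.5% were called, and 71.7% of those at 5 CPM or more. With a simulated GC trend and no changed gene, 283 genes were called, and 1 after the trend was removed. Genes were drawn independently of each other, and the simulated GC trend was alike in all MYC-OE libraries. These rates therefore do not cover GC trends that differ between replicates of a group, as in the real libraries. Depth was between 143269192 and 303323552 counts, and replicates differed by more than counting error over genes together (chi-square per degree of freedom from 17.1 to 302). Whether the spread between replicates or counting error set the precision was not tested gene by gene. Floors cover counting error only, since reads without molecular identifiers are not independent molecules. Splicing at the level of exons or isoforms was not analysed here. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and tables were joined with pandas 2.3.3.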

Results

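RNA-seq read counts per gene were compared in 21 libraries of HCC1806, an established cell line from a human triple-negative breast cancer, grown as an adherent culture. The libraries fell into 7 groups of 3. The first count table held cells labelled as overexpressing SRSF2, SRSF3 and SRSF7 together (3xSR), cells labelled as overexpressing MYC (MYC-OE) and control cells (3xCTL). The second table held cells labelled as overexpressing SRSF2, SRSF3 or SRSF7 alone (SRSF2-OE, SRSF3-OE and SRSF7-OE) and their own control cells (1xCtrl). SRSF2, SRSF3 and SRSF7 belong to the SR proteins, RNA-binding proteins that act in pre-mRNA splicing, and MYC is a transcription factor. The series title sets the joint overexpression of the splicing factors beside that of MYC, so the comparisons were each overexpression against its control, MYC-OE against 3xSR, and 3xSR against the sum of the single overexpressions.

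Total counts ranged from 143269192 in 3xSR replicate 3 to 303323552 in SRSF7-OE replicate 3. The group means, in M (SI mega) counts, were 200 ± 32.3 (SD, n = 3) in 3xCTL, 174 ± 28.1 in 3xSR, 227 ± 22.3 in MYC-OE, 195 ± 22.2 in 1xCtrl, 217 ± 40.2 in SRSF2-OE, 212 ± 20.6 in SRSF3-OE and 258 ± 39.5 in SRSF7-OE. At these depths 3 counts, taken as the detection floor, corresponded to between 0.00989 and 0.0209 CPM (counts per mega-count of library size), and between 21290 and 23839 genes had at least 10 counts in a library. The mitochondrial rRNA gene MT-RNR2 took the largest share of counts in each of the 21 libraries, from 2.75% to 3.81%, and all mitochondrial genes together took from 9.23% to 13.6%. The counts of the 21 pairs of replicates of one group differed by more than sampling noise, with a chi-square per degree of freedom between 17.1 and 302 over genes, and their log2 CPM correlated across genes with Pearson's r between 0.989 and 0.992; genes are not independent replicates. No pair was therefore treated as a single library.

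The targeted genes were examined first. In GENCODE release 29 (GRCh38), SRSF2 (ENSG00000161547.16) lies on chromosome 17 from 76734115 to 76737374, SRSF3 (ENSG00000112081.17) on chromosome 6 from 36594353 to 36605600, SRSF7 (ENSG00000115875.19) on chromosome 2 from 38743599 to 38751494 and MYC (ENSG00000136997.19) on chromosome 8 from 127735434 to 127741434. SRSF3 was higher in 3xSR (507 CPM ± 6.99, SD, n = 3) than in 3xCTL (409 ± 30.6), a log2 fold change of 0.31 (SE 0.0611, edgeR quasi-likelihood test with Benjamini-Hochberg adjustment, adjusted p = 0.00243). SRSF7 was higher in 3xSR (395 CPM ± 10.3) than in 3xCTL (292 ± 12.9), by 0.44 on the log2 scale (SE 0.0476, edgeR adjusted p = 3.57e-05). SRSF2 was not: its level was 386 CPM ± 12.04 in the libraries labelled 3xSR and 403 ± 18.3 in 3xCTL, a log2 fold change of -0.06 (SE 0.0516, edgeR adjusted p = 0.389). In the single lines, SRSF3 rose from 375 CPM ± 39.6 in 1xCtrl to 526 ± 11.9 in SRSF3-OE (log2 fold change 0.49, SE 0.0702, edgeR adjusted p = 0.000193), and SRSF7 from 363 CPM ± 9.75 to 435 ± 8.65 in SRSF7-OE (0.26, SE 0.055, edgeR adjusted p = 0.00616). SRSF2 measured 398 CPM ± 19.6 in the libraries labelled SRSF2-OE and 444 ± 31.5 in 1xCtrl, so the targeted gene went against the label (log2 fold change -0.16, SE 0.064, edgeR adjusted p = 0.098 over all genes and 0.0449 over the targeted genes alone). MYC was higher in MYC-OE (174 CPM ± 5.95) than in 3xCTL (93.4 ± 2.87), by 0.90 on the log2 scale (SE 0.0472, edgeR adjusted p = 5.7e-08). With total counts alone, with no filter, with thinned counts or with the GC trend removed, the decrease of SRSF2 in the libraries labelled SRSF2-OE passed the all-gene threshold, and with the GC trend removed so did that in 3xSR. With the replicate number as a block none of these 4 genes changed direction or its side of the threshold in any contrast against a control (pairing checks from -0.107 to -0.0067). Because SRSF2 was not raised in the libraries labelled SRSF2-OE or 3xSR, every direction given below for them is a direction for the libraries with those labels.

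The targeted genes also moved outside their own lines. MYC was higher in 3xSR (157 CPM ± 1.72) than in 3xCTL, with a log2 fold change of 0.75 (SE 0.0471, edgeR adjusted p = 4.01e-07), and higher in SRSF3-OE (0.26, SE 0.0574, edgeR adjusted p = 0.00406) and SRSF7-OE (0.27, SE 0.0574, edgeR adjusted p = 0.00608) than in 1xCtrl. The MYC calls in these 2 single lines were lost when only the groups compared were fitted and in some fits without a replicate, and that in SRSF3-OE also with total counts alone or no filter. SRSF2 was lower in MYC-OE (-0.48, SE 0.0517, edgeR adjusted p = 2.32e-05) and in SRSF7-OE (-0.38, SE 0.064, edgeR adjusted p = 0.0018) than in the respective controls. SRSF3 and SRSF7 were higher in the libraries labelled SRSF2-OE, by 0.30 and 0.24 on the log2 scale (edgeR adjusted p = 0.00794 and 0.00681). Of the 20 tests of these 4 genes in the 5 contrasts against a control, 12 passed 0.05 when adjusted over all genes and 13 when adjusted over the 20 tests alone. The step from control to 3xSR was then compared with the step in the single line in a joint edgeR model, with adjustment over 6 such differences. The effect on SRSF7 was larger in 3xSR than in SRSF7-OE by 0.18 (SE 0.0639, edgeR adjusted p = 0.0177), but by 0.05 (edgeR adjusted p = 0.469) after each library's dependence on GC content was removed. Over the alternatives its adjusted p lay between 0.006 and 0.469. The difference for SRSF3 was -0.17 (SE 0.0898, edgeR adjusted p = 0.097) and passed the threshold with the GC trend removed (-0.20, edgeR adjusted p = 0.000969; range over the alternatives 0.000969 to 0.307). The difference for SRSF2 was 0.10 (SE 0.0752, edgeR adjusted p = 0.197; range over the alternatives 0.0905 to 0.712). The effect on MYC in 3xSR exceeded that in the libraries labelled SRSF2-OE by 0.64, that in SRSF3-OE by 0.50 and that in SRSF7-OE by 0.48 (edgeR adjusted p = 2.75e-07, 4.55e-06 and 5.91e-06), and with the replicate number as a block by 0.64, 0.50 and 0.48. The level of MYC in 3xCTL (93.4 CPM) was below that in 1xCtrl (133 CPM ± 9.49), whereas its level in 3xSR (157 CPM) lay between those in the single lines (144, 159 and 161 CPM); CPM were scaled within each table.

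**Figure D1:**
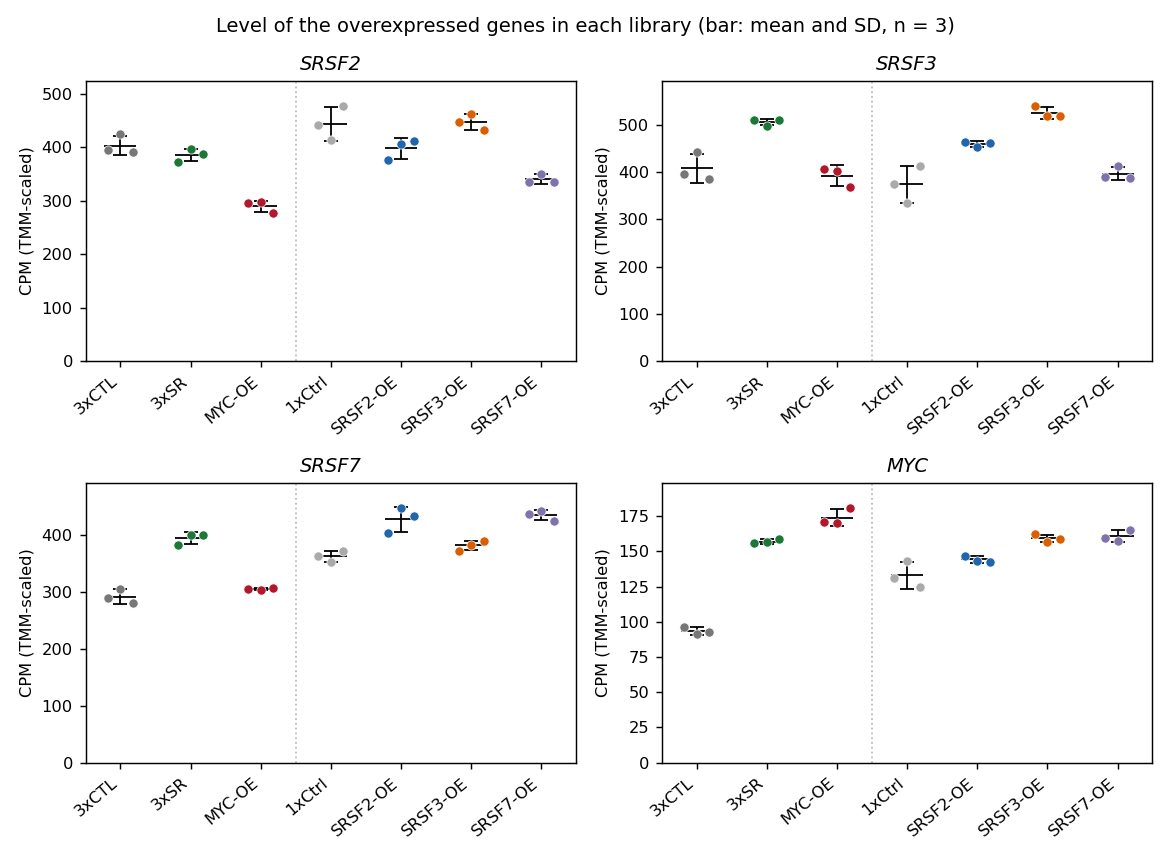
Level of SRSF2, SRSF3, SRSF7 and MYC in TMM-scaled CPM (y axis) in each of the 21 libraries by group (x axis), with the mean and SD of each group of 3; a dotted line parts the 2 tables. The libraries labelled SRSF2-OE have a mean of 398 CPM for SRSF2 against 444 in 1xCtrl, while MYC in MYC-OE (174 CPM) lies above 3xCTL (93.4 CPM).

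The tests covered 23160 genes in the first table. Between 3xSR and 3xCTL, 6727 genes changed at an edgeR adjusted p under 0.05, 3543 higher and 3184 lower in the libraries labelled 3xSR; with total counts alone 3368 were higher and 3477 lower. With the replicate number as a block 6145 genes changed, although same-numbered libraries did not deviate together (mean correlation of their deviations -0.0125). The alternative that moved this count most was a minimum absolute log2 fold change of 1, which left 1341 genes. The 3 genes with the largest increases under the naming rule were TRPC6 (23.3 CPM ± 0.979 against 1.12 ± 0.108, SD, n = 3; log2 fold change 4.37, SE 0.0973, edgeR adjusted p = 1.8e-10), KCNMA1 (3.40, SE 0.103, edgeR adjusted p = 1.56e-09) and KIF1A (3.26, SE 0.177, edgeR adjusted p = 1.57e-07). The largest decreases were in SPNS2 (-2.18, SE 0.183), NLGN1 (-2.11, SE 0.102) and TGM2 (-2.01, SE 0.119), with edgeR adjusted p = 8.1e-06, 4.91e-08 and 2.46e-07. Except for NLGN1 (2.36 CPM in 1xCtrl, 2.55 in 3xSR), the level of each in 1xCtrl lay between those in 3xCTL and 3xSR. It was 6.32 CPM for TRPC6, and 7.27 ± 2.69 for KIF1A against 0.953 in 3xCTL and 9.197 in 3xSR. CPM were scaled within each table, and the table and the group are confounded. These levels therefore do not tell whether the changes arise in the control cells or in the overexpressing cells.

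MYC-OE differed from 3xCTL in 8182 genes, 4173 higher and 4009 lower (3772 and 4670 with total counts alone), and in 7767 with the replicate number as a block (mean correlation of same-numbered libraries -0.0067). CPVL rose from 0.269 CPM ± 0.0945 in 3xCTL to 23.6 ± 0.425 in MYC-OE (SD, n = 3; log2 fold change 6.48, SE 0.209, edgeR adjusted p = 6.64e-09). SUSD5 (5.41, SE 0.199) and FBN2 (4.14, SE 0.0579) followed, with edgeR adjusted p = 3.23e-09 and 1.54e-12. PRKCQ fell from 12.8 CPM ± 0.345 to 0.667 ± 0.04 (-4.26, SE 0.105, edgeR adjusted p = 1.75e-10), and RBPMS2 (-3.41, SE 0.0929) and NLGN1 (-2.78, SE 0.105) also fell, with edgeR adjusted p = 3.18e-10 and 3.94e-09. For each of these genes the level in 1xCtrl lay between those in 3xCTL and MYC-OE (3.83 CPM for CPVL and 5.74 for PRKCQ). The limit given for the genes named in 3xSR holds here too. MYC-OE compared directly with 3xSR gave 8076 genes, 4002 higher and 4074 lower in MYC-OE (4212 and 3756 with upper-quartile scaling, 4075 and 4016 with RLE scaling), and 7549 with the block (mean correlation of same-numbered libraries 0.0118).

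**Figure D2:**
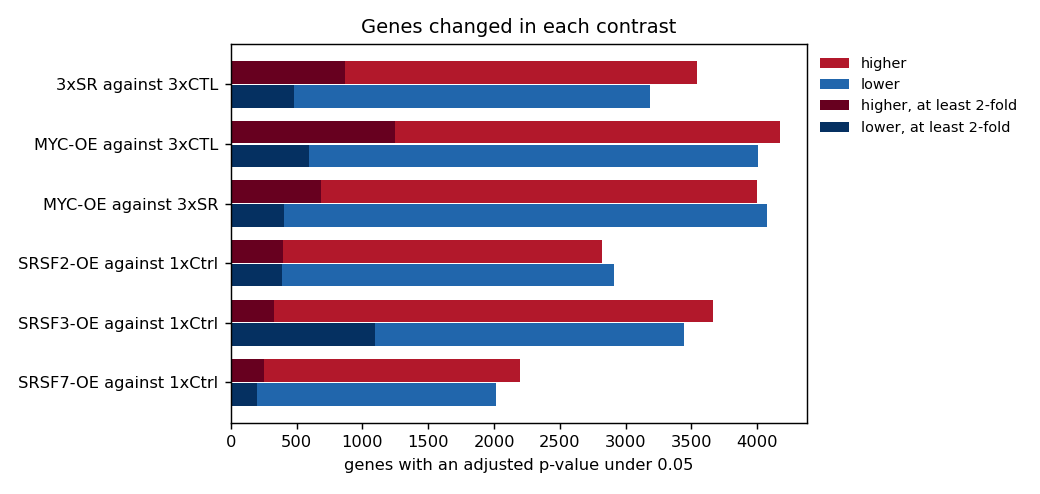
Number of genes with an edgeR adjusted p-value under 0.05 in each of the 6 contrasts (x axis: genes; bars: higher and lower in the group named first), with the part at a log2 fold change of at least 1 in either direction drawn darker. MYC-OE against 3xCTL has the most genes (8182) and SRSF7-OE against 1xCtrl the fewest (4214); of the genes changed at least 2-fold, 865 were higher and 476 lower in 3xSR, 1247 and 591 in MYC-OE against 3xCTL, 684 and 406 in MYC-OE against 3xSR, 399 and 391 in SRSF2-OE, 328 and 1096 in SRSF3-OE, and 254 and 198 in SRSF7-OE.

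Of the genes called in 3xSR and of those called in MYC-OE, 3959 were called in both, where 2377 would be shared if the calls were independent. Of these, 3481 (87.9%) had the same direction, 1999 higher and 1482 lower, and 478 had opposite directions. The number of genes called the same way in 3xSR and MYC-OE was 3223 with the replicate number as a block; the pairing checks were -0.0125 and -0.0067. Across the 23160 genes the log2 fold changes of 3xSR and MYC-OE correlated with Pearson's r = 0.623 and Spearman's rho = 0.48. Both sets of fold changes share the 3xCTL libraries. With disjoint control libraries, r lay between 0.317 and 0.463 over the 6 ways to part the 3 controls. Of the 3481 genes called the same way, 1285 still differed between MYC-OE and 3xSR.

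The tests covered 24362 genes in the second table. Between the libraries labelled SRSF2-OE and 1xCtrl 5733 genes changed, 2823 higher and 2910 lower, and 4934 with the replicate number as a block (mean correlation of same-numbered libraries -0.0272). Scaling by total counts alone moved the split to 36.7% higher, from 49.2%. Across the 6 fits that each left out one replicate, from 1767 to 3640 genes were higher and from 2877 to 3905 lower. BIVM-ERCC5 had the largest increase by the naming rule (log2 fold change 7.63, SE 2.29, edgeR adjusted p = 0.0438), at 16.2 CPM ± 17.9 against 0.0864 ± 0.15 (SD, n = 3). It is a readthrough gene that shares its exons with BIVM and ERCC5 on the same strand, its SD exceeded its mean in the libraries labelled SRSF2-OE, and its value is uncertain. Its call was lost with no filter, by limma-voom and with the replicate block. LRRC38 (2.15, SE 0.122, edgeR adjusted p = 3.43e-07) and KRT1 (2.09, SE 0.176, edgeR adjusted p = 6.37e-06) were higher. HMCN1 (-2.24, SE 0.115), CALB2 (-2.05, SE 0.146) and PLCXD3 (-1.98, SE 0.113) were lower, with edgeR adjusted p = 1.86e-07, 1.74e-06 and 3.44e-07.

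SRSF3-OE differed from 1xCtrl in 7108 genes, 3666 higher and 3442 lower, and in 6343 with the replicate number as a block (mean correlation of same-numbered libraries -0.0208). The balance depended on the scaling: 51.6% were higher with TMM, 38.6% with upper-quartile scaling and 32.1% with total counts alone, which moved the median of all genes to -0.14 on the log2 scale from -0.03. With one replicate left out, from 2427 to 4094 genes were higher and from 3128 to 3970 lower. IL24 rose from 0.849 CPM ± 0.0765 to 15.3 ± 0.254 (SD, n = 3; log2 fold change 4.17, SE 0.198, edgeR adjusted p = 3.42e-08), and TRPC6 (2.86, SE 0.114) and ITGA4 (2.59, SE 0.126) were higher with edgeR adjusted p = 7.45e-09 and 3.56e-08. AGR2 fell from 76.7 CPM ± 8.81 to 12.1 ± 0.304 (-2.67, SE 0.095, edgeR adjusted p = 4.25e-09) and CLDN8 was lower by the same test (-2.66, SE 0.0954). MIR34AHG had the lowest fold change (-10.4, SE 2.64, edgeR adjusted p = 0.0187): it had 5, 0 and 0 counts in the SRSF3-OE libraries and between 2078 and 2567 in 1xCtrl. Its counts were all or none within other groups as well, with 10, 2213 and 3 in the libraries labelled SRSF2-OE. In the 3xSR libraries it had 0, 0 and 0 counts against 2135, 1797 and 1651 in 3xCTL (edgeR adjusted p = 0.0693). The sum over MIR34AHG and the genes sharing its exons differed by -4.23 on the log2 scale between SRSF3-OE and 1xCtrl. The size of its change is therefore uncertain, and its call in SRSF3-OE was lost by DESeq2 and limma-voom.

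SRSF7-OE differed from 1xCtrl in 4214 genes, 2201 higher and 2013 lower; with upper-quartile scaling 1718 were higher and 2274 lower, and with RLE scaling 2152 and 2154. With the replicate number as a block 3362 genes changed, and same-numbered libraries deviated in opposite ways (mean correlation -0.107). The count in SRSF7-OE depended on the fit. A minimum absolute log2 fold change of 1 left 452 genes, 2251 passed when only the 2 groups entered the fit, and 7000 when each library's GC trend was removed. CPVL rose from 3.83 CPM ± 0.219 to 15.8 ± 0.661 (SD, n = 3; log2 fold change 2.05, SE 0.101, edgeR adjusted p = 2.48e-07), and NPNT (1.68, SE 0.0975) and SLC1A3 (1.54, SE 0.0805) were higher with edgeR adjusted p = 8.6e-07 and 4.07e-07. HMCN1 (-1.64, SE 0.112, edgeR adjusted p = 4.31e-06), SRCAP (-1.28, SE 0.357, edgeR adjusted p = 0.0389) and EDNRB (-1.27, SE 0.123, edgeR adjusted p = 4.8e-05) were lower. SRCAP shares 10136 of its 13674 exon bases with another gene of its strand, and its value is uncertain; its call was lost with the replicate block and without any one replicate. Of the 30 genes named, 4 share exon bases with a gene of the same strand (BIVM-ERCC5, MIR34AHG, SRCAP and SRSF2) and 8 with genes of the opposite strand alone. SRSF2 shares 1106 of its 3017 exon bases with MFSD11 on the opposite strand, SPNS2 139 of 4111 with MYBBP1A, TGM2 394 of 8036 with RPRD1B, and FBN2 56 of 13196 with SLC27A6. Whether the counting used the strand is not stated, so these values are uncertain to that extent.

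Fold changes of the single lines were compared with each other and with those of the first table, whose controls are different libraries, over 10 pairs of contrasts. Across 24362 genes, SRSF2-OE and SRSF3-OE correlated with r = 0.457, SRSF2-OE and SRSF7-OE with r = 0.445 and SRSF3-OE and SRSF7-OE with r = 0.265, all 3 sharing the 1xCtrl libraries. Noise in shared controls can raise such values. No values with disjoint controls are given for these pairs, so they do not by themselves show a shared response. Between tables, across 22941 genes, 3xSR correlated most with SRSF3-OE (r = 0.349), then with SRSF2-OE (0.23) and SRSF7-OE (0.0839). MYC-OE correlated most with SRSF7-OE (r = 0.412), then with SRSF2-OE (0.293) and SRSF3-OE (0.165). Of the genes called in both, 86.5% of 3249 had the same direction in 3xSR and SRSF3-OE, 52.5% of 1820 in 3xSR and SRSF7-OE, and 92.4% of 2664 in MYC-OE and SRSF7-OE. These correlations are across genes, which are not independent replicates. In all 3 single lines 881 genes were called the same way, 559 higher and 322 lower, and in all 5 contrasts against a control 371 genes, 229 higher and 142 lower. With the replicate number as a block these counts were 661 and 293 (pairing checks from -0.107 to -0.0067). The 881 genes rest on effects that share the 1xCtrl libraries, and noise in those libraries may add to them.

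Whether the joint overexpression equalled the sum of the single ones was tested as a difference of differences over all 7 groups, with each effect taken against the control of its own table. This removes a difference between the tables only where it acts alike on control and overexpressing cells, which was not tested. An effect common to cells carrying any of the constructs would enter the sum with each single line. It could give a departure without any interaction between the splicing factors, and this was not tested either. The tables cannot be told apart from the groups they hold: 3xCTL and 1xCtrl, both controls, differed in 6539 of 25013 genes. Of those 25013 genes, 4977 departed from additivity (edgeR adjusted p under 0.05), with 3xSR above the sum in 2828 and below it in 2149, and the number of genes departing from additivity, 3xSR against SRSF2-OE plus SRSF3-OE plus SRSF7-OE, was 4410 with the replicate number as a block (pairing checks -0.0125 for 3xSR and -0.0272, -0.0208 and -0.107 for the single lines). The median departure over all genes was 0.14 on the log2 scale, and 56.8% of the departing genes were above the sum. This balance depended on the processing: the share was 52.1% with RLE scaling, 64.4% with upper-quartile scaling and 69.9% with total counts alone, which moved the median to 0.26, and with the GC trend removed 3605 genes were above the sum and 3694 below it. For 4945 of these genes both effects were available. The 3xSR effect had the sign of the sum and a smaller size in 2124 of them, the same sign and a larger size in 114, and the opposite sign in 2707. Across genes, the 3xSR effect correlated with the sum with r = 0.301 and a slope of 0.15, and the least-squares weights of the single effects were 0.122 for SRSF2-OE, 0.32 for SRSF3-OE and -0.0539 for SRSF7-OE. Noise in the sum lowers the slope, by an amount that was not tested. Of 6710 genes called in 3xSR, 66.5% had the sign of the sum, as did 58% of all genes.

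**Figure D3:**
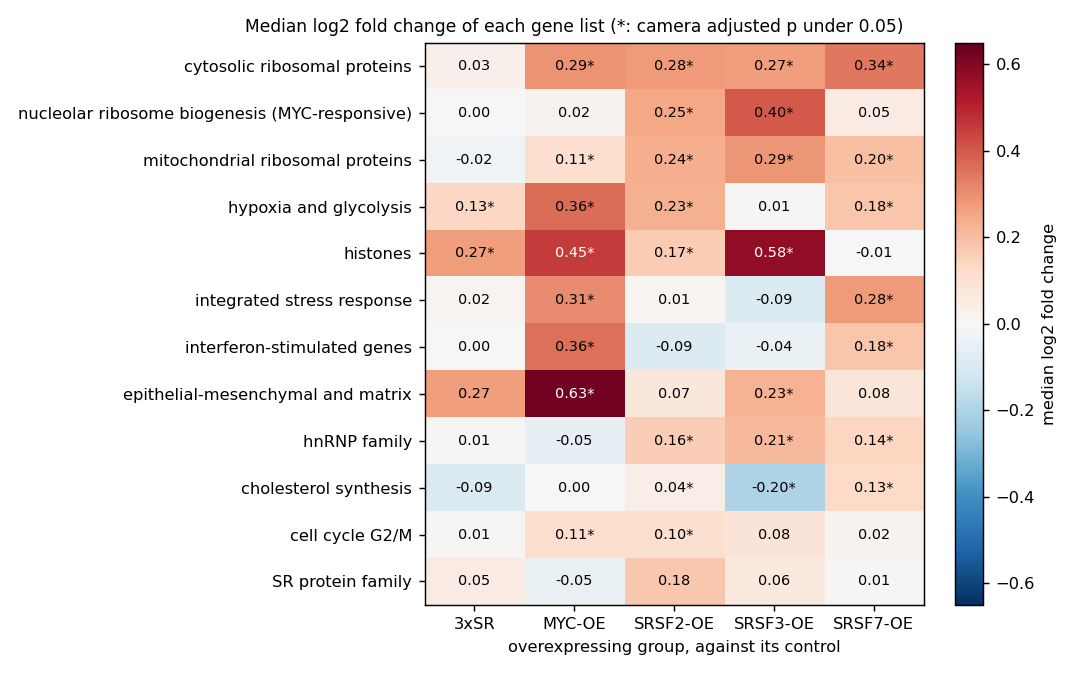
Median log2 fold change (colour and number) of 12 gene lists (rows) in the 5 contrasts against a control (columns); an asterisk marks a camera adjusted p-value under 0.05. Cytosolic ribosomal protein genes have medians of 0.29, 0.28, 0.27 and 0.34 in MYC-OE, SRSF2-OE, SRSF3-OE and SRSF7-OE and 0.03 in 3xSR; the SRSF2-OE median of cholesterol synthesis (0.04) changes sign when total counts alone scale the libraries (-0.02), as do medians near 0 without an asterisk under one or another scaling.

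The 12 gene lists gave 60 tests, of which 32 passed 0.05 by limma's camera test with Benjamini-Hochberg adjustment, 31 higher and 1 lower; 35 passed unadjusted, and 32 passed with the replicate number as a block (pairing checks from -0.107 to -0.0067). This total has a limit: among 100 labellings of the libraries, the real one included, 11 gave at least 32. The other labellings had a median of 24 such tests and a highest of 35. A single list past the camera threshold therefore does not by itself show a change between the groups. By limma's fry rotation test 39 passed, and no other labelling gave as many. The fry test asks whether the genes of a list change, not whether they change more than other genes. Exchanged labels mix lines that differ in many genes and so widen the spread within groups. The fry labellings thus show that the groups differ, not that these lists stand out. Both tests called 30 of the 60. Cytosolic ribosomal protein genes were higher in SRSF7-OE (median log2 fold change 0.34, 98.8% of 85 genes higher, camera adjusted p = 7.4e-22), in the libraries labelled SRSF2-OE (0.28, 95.3%, camera adjusted p = 8.7e-14), in MYC-OE (0.29, 92.9%, camera adjusted p = 2.1e-13) and in SRSF3-OE (0.27, 94.1%, camera adjusted p = 1.26e-10), but not in 3xSR (0.03, camera adjusted p = 0.692). Nucleolar ribosome biogenesis genes were higher in SRSF3-OE (0.40, 98.0% of 50 genes, camera adjusted p = 1.76e-15) and in the libraries labelled SRSF2-OE (0.25, camera adjusted p = 7.34e-09), and no change was detected in MYC-OE (0.02, or -0.01 with total counts alone, camera adjusted p = 0.953). In MYC-OE the hypoxia and glycolysis list (0.36, camera adjusted p = 2.78e-08), the integrated stress response (0.31, camera adjusted p = 5.86e-07), interferon-stimulated genes (0.36, camera adjusted p = 1.5e-06) and epithelial-mesenchymal and matrix genes (0.63, camera adjusted p = 2.48e-06) were higher. Cholesterol synthesis genes were lower in SRSF3-OE (-0.20, camera adjusted p = 0.0259) but higher in SRSF7-OE (0.13, camera adjusted p = 0.00726) and in the libraries labelled SRSF2-OE (0.04, or -0.02 with total counts alone, camera adjusted p = 0.0125). Apart from that last one, the medians of the lists named here as higher or lower kept their sign under the RLE, upper-quartile and total-count scalings. Whether the lists differed between lines was not tested.

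The libraries differed in their dependence on GC content. Spearman's rho across genes between a library's deviation from the mean of its table and transcript GC content averaged -0.329 ± 0.0887 (SD, n = 3) in 3xSR, 0.229 ± 0.0788 in MYC-OE, 0.0906 ± 0.315 in 3xCTL, -0.0132 ± 0.432 in 1xCtrl, 0.0623 ± 0.0595 in SRSF2-OE, -0.209 ± 0.0626 in SRSF3-OE and 0.163 ± 0.165 in SRSF7-OE. The spread was widest within the control groups. In 3xCTL, replicate 2 (-0.274) stood apart from replicates 1 (0.279) and 3 (0.266), and in 1xCtrl, replicate 2 (0.476) stood apart from replicates 1 (-0.172) and 3 (-0.343). Replicate 2 also had the other sign in SRSF7-OE (-0.0267, against 0.239 and 0.277 in replicates 1 and 3). The same held, by less, in SRSF2-OE (-0.00598, against 0.103 and 0.0898). With each library's trend removed, a correction chosen after seeing the data, 7684 genes changed between 3xSR and 3xCTL, 10025 between MYC-OE and 3xCTL, 8719 between MYC-OE and 3xSR, 8214 in the libraries labelled SRSF2-OE, 9298 in SRSF3-OE and 7000 in SRSF7-OE. The share of the uncorrected calls that these fits also made was 84.8% for 3xSR, 78.1% for MYC-OE against 3xSR and between 96.2% and 97.8% for the other contrasts. Together with the replicate block, the corrected counts were 7741, 10059, 8771, 7725, 8833 and 6479 in the same order.

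**Figure D4:**
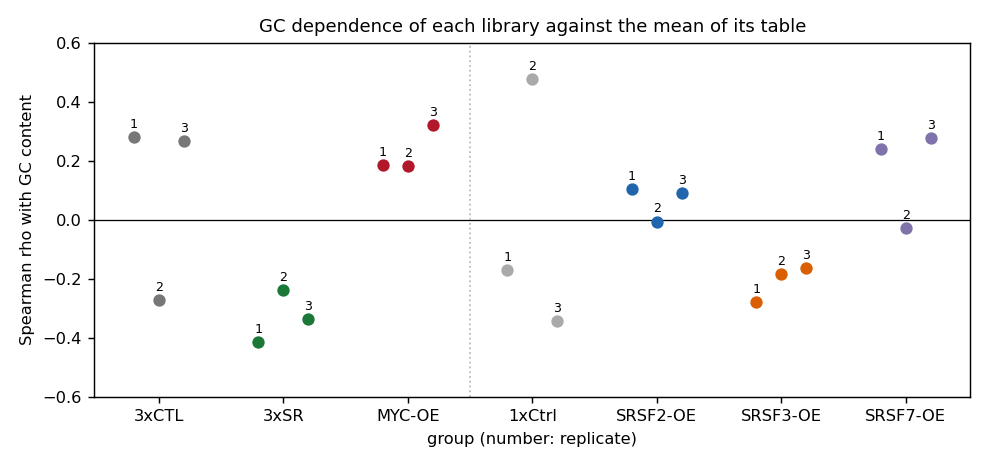
Spearman's rho across genes (y axis, no unit) between each library's deviation in log2 CPM from the mean of its table and transcript GC content, for the 21 libraries by group (x axis), numbered by replicate. Replicate 2 of 3xCTL (-0.274) and replicate 2 of 1xCtrl (0.476) lie on the other side of 0 from the other replicates of their groups. So do replicate 2 of SRSF7-OE (-0.0267) and of SRSF2-OE (-0.00598).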

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

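The tests of GC content, of the scalings and of the 1xCtrl libraries below were chosen only after the results they concern were seen; the test of other labellings was chosen before. Of 6 differences between the effect of the joint and of a single overexpression on a targeted gene, 4 passed 0.05 (edgeR, Benjamini-Hochberg adjusted). Each group held 3 libraries, and single outlying libraries were not tested at that size.

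The effect on SRSF7 was larger in the libraries labelled 3xSR than in SRSF7-OE by 0.18 on the log2 scale, and was singled out because effects on the same gene differed between groups. The other scalings did not remove it: their highest edgeR adjusted p was 0.0236. With each library's GC trend removed the difference was 0.05 and the edgeR adjusted p 0.469, the highest over the alternatives, whose lowest was 0.006. A candidate explanation is therefore the GC dependence of the libraries, and the difference is not put forward as biological.

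The effect on MYC was larger in the libraries labelled 3xSR than in those labelled SRSF2-OE by 0.64, than in SRSF3-OE by 0.50 and than in SRSF7-OE by 0.48, again a difference between groups in the effect on the same gene. The smallest of these differences under the other scalings was 0.459, and with the GC trend removed the highest edgeR adjusted p was 3.87e-08; over all alternatives the adjusted p lay between 1.89e-13 and 6.79e-05. Neither explanation accounts for it. The level of MYC in 3xSR (157 CPM) lay between those in the libraries labelled SRSF2-OE (144 CPM), SRSF3-OE (159 CPM) and SRSF7-OE (161 CPM), while 3xCTL (93.4 CPM) was below 1xCtrl (133 CPM). CPM were scaled within each table and the table and the group are confounded, so these levels do not tell whether the difference arises in the control cells or in the overexpressing cells.

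The number of genes departing from additivity, 4977, was singled out because the effect of the joint overexpression differed from the sum of the single ones. Among 60 labellings of the libraries, 1, the real one, gave as many, and the highest of the others gave 642. Exchanged labels mix lines that differ in many genes and so widen the spread within groups; this test shows that the groups differ, not that 3xSR departs from the sum. The lowest count under the other scalings was 4642, and with the GC trend removed it was 7299, so neither removes the pattern. The 1xCtrl libraries enter all 3 single-line effects, and without one of them the count fell to 3240; the departure cannot be told apart from noise in those libraries for part of the genes. SRSF2 was not higher in the libraries labelled 3xSR or SRSF2-OE, so the joint and single effects are not known to be effects of equal doses of the same genes. An effect common to cells carrying any of the constructs would add up over the single lines, so it too may give departures.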

How the results depend on the processing

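The alternatives for the GC trend, for the correlations between effects and their filters, for counts over several contrasts, for the differences between effects and for the controls were chosen only after the data were seen; the others were chosen before. Of 114 comparisons of the 6 counts of changed genes with an alternative, 103 stayed within 1.5 times the count first given, and 833 of 898 comparisons of a log2 fold change of a named gene kept its direction and its side of the threshold; 35 became weaker, 13 stronger and 17 changed sign. All 27 alternatives to the gene list total stayed within that range, as did 28 of 30 for additivity and 21 of 22 for the genes called the same way in 3xSR and MYC-OE. For the genes called the same way in SRSF2-OE, SRSF3-OE and SRSF7-OE, 20 of 24 did, with 3 stronger and 1 weaker. The share was 30 of 33 for all contrasts against a control, and 198 of 228 for the genes in one direction. Of 168 comparisons of the differences between effects 156 were unchanged, 9 weaker and 3 stronger, and 81 of 1080 medians of gene lists moved by more than the spread between replicates.

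The stricter criterion gave lower counts. A minimum absolute log2 fold change of 1 left 1341 genes for 3xSR against 3xCTL, 1838 for MYC-OE against 3xCTL, 1090 for MYC-OE against 3xSR, 790 for SRSF2-OE, 1424 for SRSF3-OE and 452 for SRSF7-OE against 1xCtrl, 743 called the same way in 3xSR and MYC-OE, and 2329 departing from additivity, 1638 above the sum and 691 below it.

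SRSF7-OE against 1xCtrl gave 2251 genes when only the groups compared were fitted, 7000 with the GC trend removed, 6479 with the GC trend removed and the replicate number as a block, and from 2685 to 7321 across the 6 fits that each left out one replicate. Without 1xCtrl replicate 2 the count was 1.74 times the count with it, and 1.00 times with the GC trend removed, which ties this part of the spread to GC content. Departures from additivity ranged from 3240 to 6446 across the 18 fits that each left out one replicate; the cause was not tested.

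Small effects on targeted genes changed sign. The log2 fold change of SRSF3, MYC-OE against 3xCTL, ranged from -0.0940 to 0.00628 across the 6 fits when one replicate was left out. The log2 fold change of SRSF2, SRSF3-OE against 1xCtrl (0.01), was -0.0541 with upper-quartile scaling, -0.0992 with total counts alone, -0.0366 with no filter, -0.0172 with at least 10 counts in every sample, -0.0253 with only the groups compared, -0.0239 when thinned, -0.0607 with the GC trend removed, -0.0603 with that and the replicate block, and from -0.0546 to 0.0171 with one replicate left out. The log2 fold change of SRSF7, SRSF3-OE against 1xCtrl (0.07), was -0.0360 with total counts alone, -0.00805 with the GC trend removed and -0.00715 with that and the replicate block. With total counts alone the median of all genes in SRSF3-OE moved from -0.03 to -0.14, and with upper-quartile scaling to -0.09, so the sign changes under these scalings go with a shift of all genes. The causes of the other sign changes were not tested.

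The correlation across genes of 3xSR and MYC-OE effects (0.623) was 0.588 with no filter, 0.655 with the GC trend removed, and from 0.582 to 0.647 with one replicate left out. With disjoint 3xCTL libraries it was 0.364, 0.463, 0.419, 0.317, 0.386 and 0.42, each below the value with shared controls; these fits also have fewer control libraries per group. Of 184 comparisons of correlations, 42 moved by more than the spread over single libraries. With simulated 2-fold changes, recovery was 56% over all genes and 95.2% at 5 CPM or more, so counts miss changes in genes of low level.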

Other observations

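Chosen only after the result was seen were the tests of the all-or-none genes, BIVM-ERCC5, SRCAP and MIR34AHG, of the choices of single libraries, of every result with the GC trend removed, of the exchange of replicate 2 of 1xCtrl and SRSF7-OE, and of the labellings by fry; the other tests in this part were written down before their result was seen.

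SRSF2 was not higher in the libraries labelled SRSF2-OE. If those libraries and 1xCtrl had been exchanged, SRSF2-OE would resemble 3xCTL; its deviation correlated with that of 3xCTL at -0.0472 across 3477 genes and that of 1xCtrl at 0.662. Under the other scalings the highest log2 fold change of SRSF2 was -0.16, and with the genes sharing its exons and near-identical copies summed it was -0.12. None of these 3 explanations accounts for it. Expression from a construct without the counted exons, and exon-level use of SRSF2, were not analysed here.

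Counts near 0 in one library and high in another of its group may come from reads assigned to one or another of overlapping genes. Of 50 genes at 10 counts or fewer in one library and 500 or more in another, 47 had a place in the annotation, and 80.9% of these had a same-strand gene on their exons, against 18.0% of the other genes reaching 500. Summing the genes on shared exons left 0.0400 for BIVM-ERCC5 in the libraries labelled SRSF2-OE and -0.0554 for SRCAP in SRSF7-OE, but the genes sharing exons hold most of these sums. A change of the named gene alone would have given 0.18 and -0.36, so these sums cannot tell reassigned reads from a change in either gene. The sum left -4.23 for MIR34AHG in SRSF3-OE, where a change of that gene alone would have given -3.17, and reassignment among those genes does not account for it; no biological explanation was tested.

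The likeness of 3xSR and MYC-OE effects across genes may rest in part on noise in shared controls: the correlation fell from 0.623 to between 0.317 and 0.463 in the 6 divisions into disjoint controls, which also have fewer control libraries for each effect, and did not vanish in any of them. GC content did not explain it, with 0.655 after removal of the trend. Of the genes called the same way 79.3% had a mean effect of the same sign in the single lines, which have another control. The share of the other genes, 60.7%, is no matched comparison, since it includes genes without a call, whose sign is less certain. The signs therefore do not rule out a state of the 3xCTL cells as part of the likeness. Of 100 drawn labellings out of 108, 2 gave as many genes called the same way, both with the real division into groups; within that division, 4292 genes were found with MYC-OE as the common reference and 2768 with 3xSR. Each of the 3 groups as a common reference thus gives such a count, and the labellings show that the groups differ but do not single out a response shared by 3xSR and MYC-OE. Such a response remains a hypothesis, and constructs or selection shared by the lines were not analysed here.

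In each of the 729 choices of one library per group, 100% for 3xSR, its effects followed SRSF3-OE most closely of the single lines, and in 97.9% those of MYC-OE followed SRSF7-OE. With the GC trend removed the correlations across genes were 0.328 and 0.406. Noise of single libraries and GC content therefore leave the pattern in place, and whether it is biological is a hypothesis that other controls could test. In all 5 contrasts 371 genes were called the same way, where 68.9 would be if the tables were independent; 13 were called one way in the first table and the other way in the second, and 708 were called the same way with the GC trend removed. An effect common to cells carrying any of the constructs may explain this, and it cannot be parted here from a shared biological response.

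GC content may account for part of the changed genes. Across genes, log2 fold change and GC content correlated with Spearman's rho of -0.314 for 3xSR, 0.0911 for MYC-OE, -0.00555 for SRSF2-OE, -0.196 for SRSF3-OE and 0.122 for SRSF7-OE, and with gene length 0.0497, -0.00183, -0.109, 0.0574 and 0.0304. The 3xSR value shows a GC dependence, and for GC content in SRSF3-OE and SRSF7-OE and length in SRSF2-OE the changes cannot be told apart from it by these values. Removing the GC trend left 84.8% of the 3xSR calls, 96.2% of the SRSF3-OE calls and 97.7% of the SRSF7-OE calls. Most calls in these contrasts therefore do not rest on that trend.

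For each of the 6 contrasts, 1 of the 4 splits of the 6 libraries that part same-numbered pairs, the real one, gave as many genes. The highest of the others gave 1727 genes for SRSF7-OE against 1xCtrl and at most 2 for the other contrasts, and the other 6 splits, which part fewer such pairs, gave at most 4. A design of this size cannot reach a share under 0.05, so the counts cannot be told apart from a coincidence of grouping by this test alone. The split with 1727 genes exchanges replicate 2 of 1xCtrl and of SRSF7-OE; it gave fewer genes than the real one, which goes against a mislabelling of those libraries. The larger count without 1xCtrl replicate 2 was instead tied to GC content, the ratio of counts falling from 1.74 to 1.00 when the trend was removed.

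Of 100 labellings, 11 gave as many gene lists past the threshold as the real one by the camera test and 1 by the fry test, in which the highest of the others was 18. By the camera test the others had a median of 24, so single camera calls carry the same limit. The camera total is therefore within what other labellings of these libraries give, and the fry total is not. Exchanged labels mix lines that differ in many genes and so widen the spread within groups. The fry labellings thus show that the groups differ, not that these lists stand out. The cause of the difference between the tests was not tested.

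The controls 3xCTL and 1xCtrl differed in 6539 of 25013 genes.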
